# *TRPM2* SNP genotype previously associated with susceptibility to *Rhodococcus equi* pneumonia in Quarter Horse foals displays differential gene expression identified using RNA-Seq

**DOI:** 10.1186/s12864-016-3345-3

**Published:** 2016-12-05

**Authors:** Cole M. McQueen, Canaan M. Whitfield-Cargile, Kranti Konganti, Glenn P. Blodgett, Scott V. Dindot, Noah D. Cohen

**Keywords:** *Rhodococcus equi*, Horses, RNA-Seq, Gene expression, Pneumonia

## Abstract

**Background:**

*Rhodococcus equi* (*R. equi*) is an intracellular bacterium that affects young foals and immuno-compromised individuals causing severe pneumonia. Currently, the genetic mechanisms that confer susceptibility and/or resistance to *R. equi* are not fully understood. Previously, using a SNP-based genome-wide association study, we identified a region on equine chromosome 26 associated with culture-confirmed clinical pneumonia. To better characterize this region and understand the function of the SNP located within *TRPM2* that was associated with *R. equi* pneumonia, we performed RNA-Seq on 12 horses representing the 3 genotypic forms of this SNP.

**Results:**

We identified differentially expressed genes in the innate immune response pathway when comparing homozygous A allele horses with the AB and BB horses. Isoform analyses of the RNA-Seq data predicted the existence of multiple transcripts and provided evidence of differential expression at the *TRPM2* locus. This finding is consistent with previously demonstrated work in human cell lines in which isoform-specific expression of *TRPM2* was critical for cell viability.

**Conclusions:**

This work demonstrates that SNPs in *TRPM2* are associated with differences in gene expression, suggesting that modulation of expression of this innate immune gene contributes to susceptibility to *R. equi* pneumonia.

## Background

*Rhodococcus equi* (*R. equi*) is a pathogen that predominantly affects young foals causing pneumonia as well as extra-pulmonary disorders [1–5]. Currently, there is no approved vaccine for protection against *R. equi* pneumonia, and other preventative interventions, such as transfusion of hyperimmune plasma, are expensive, labor-intensive, and incompletely effective [4, 6]. Isolates of *R. equi* that cause disease in foals must bear the virulence associated protein A (VapA) gene in a plasmid; however, presence of the plasmid and VapA expression alone is not sufficient to cause disease, indicating that host factors are of great importance [7, 8]. In addition to anecdotal reports of some mares having multiple infected foals while other mares in the same environment never have an affected foal, several candidate gene studies suggest a genetic basis for *R. equi* susceptibility [9–13]. Because of gene-selection bias and phenotypic misclassification, the associations from candidate gene studies have been weak and potentially biased [14].

Recently, our laboratory identified a region on chromosome 26 associated with *R. equi* pneumonia in a genome-wide association study (GWAS) [15] using a commercially available single nucleotide polymorphism (SNP) array [15, 16]. Four SNPs were associated with clinical disease in a region spanning several predicted genes. One of the SNPs was well suited to serve as a marker because it was located within a candidate gene (*viz.*, the transient receptor potential cation channel, subfamily M, member2 [*TRMP2*]) and could be easily and accurately genotyped [15]. This SNP was associated with 3 genotypes designated AA, AB, and BB alleles. Because SNPs are merely indicators of location and are very rarely actual causal mutations, it remains unclear which genes in this region might explain the observed association of genotype with disease. More importantly, these SNPs alone do not provide any functional information regarding the relationship between genotype and phenotype across this region. The marker SNP in *TRPM2* is a synonymous substitution and does not change the amino acid or protein sequence and is thus unlikely to be causally associated with disease. It is biologically plausible, however, that this SNP is a marker for other genetic elements nearby that might regulate gene expression. Thus, other approaches including investigating gene expression are necessary to further understand the observed association of the *TRPM2* SNP and *R. equi* pneumonia.

Investigating the whole transcriptome using RNA-Sequencing (RNA-Seq) provides an unbiased approach for gene expression analysis, including the analysis of alternatively spliced transcripts (*viz*., isoforms), [17] yielding greater possibility for identifying true expression phenotypes associated with the genotype(s) of interest. RNA-Seq can also be used to identify and examine unnanotated genes and isoforms. The principal aims of this study were: 1) to determine whether gene expression (including analysis of isoforms) in the *TRPM2* gene region was associated with the marker genotypes for the *TRPM2* SNP (*i.e.*, AA, AB, or BB alleles), using RNA-Seq (targeted approach); and, 2) to perform associations of gene expression across the transcriptome with the TRPM2 genotypes (untargeted approach). As a secondary aim, we examined the association of gene expression across the transcriptome with history of *R. equi* pneumonia. The objectives of this study were to identify whether the marker genotype identified in *TRPM2* was an indicator of differential expression, and to identify any other genes that were differentially expressed between the *TRPM2* SNP genotypes. Completing these objectives would allow us to find key biological pathways and processes involved in susceptibility to *R. equi* pneumonia [18–20].

## Methods

### Study population

The study population was derived from the source population for our GWAS described above (*viz.*, foals born during 2011 at the 6666 Ranch) [15], which had a cumulative incidence of *R. equi* pneumonia of 17% during 2011. Briefly, foals were monitored for clinical signs of fever, cough, nasal discharge, and lethargy which were suggestive of pneumonia. Foals with clinical signs of pneumonia were examined using thoracic ultrasonography, and foals with areas of pulmonary abscessation or consolidation were subjected to tracheobronchial aspiration for cytologic examination and microbiologic culture of aspirate fluid. A foal was considered to have clinical *R. equi* pneumonia when it had clinical signs of pneumonia, ultrasonographic evidence of pulmonary abscesses or consolidation, and a positive culture of *R. equi* from a tracheobronchial aspirate with cytological evidence of septic inflammation [15].

For the current study, 12 horses were randomly selected from 51 horses remaining at the 6666 Ranch that were part of the source population used in 2011. Using methods described previously, [15] *TRPM2* genotypes were then determined for these 12 horses (AA, *n* = 3; AB, *n* = 4; and BB *n* = 5). This sample size was determined by the funding available for this project and the cost for RNA-Seq.

### Sample collection and RNA-Seq

A whole blood sample (5 mL) was collected by jugular venipuncture into 2 Paxgene RNA Vacutainer tubes (PreAnalytiX, Hombrechtikon, Switzerland) at the 6666 Ranch, Guthrie, TX, June 25, 2014, to permit the RNA to be stabilized for transport to Texas A&M University. Total RNA was isolated using the MagMax Paxgene RNA purification kit (Life Technologies). RNA-Sequencing libraries were generated using the TrueSeq RNA preparation kit (Illumina) with a polyA selection step. The samples were pooled and sequenced (125-base-pair [bp], paired-end sequencing) on 2 lanes of a HiSeq 2500 (Illumina) to account for lane artifacts. The Texas A&M AgriLife Genomics and Bioinformatics core generated the RNA-Seq libraries and performed the RNA-Seq reactions. The raw data of the RNA-Seq reactions was processed using bioinformatic tools provided by the Texas A&M Institute for Genome Sciences and Society (TIGSS). FASTQ reads were de-multiplexed and assessed for quality using FastQC. Duplicate samples were merged and aligned to the equine reference genome assembly (EquCab2) using *Tophat (*version 2.0.14) [21].

### Gene expression analysis for genotypic and phenotypic comparisons

The primary aim of the study was to identify differentially expressed genes, using either a targeted (TRPM2 gene region, including isoforms) or untargeted (transcriptome-wide) approach, between horses with the *TRPM2* AA genotype (*n* = 3) and horses with either the *TRPM2* AB or BB genotypes (*n* = 9). The AB and BB *TRPM2* genotypes were combined on the basis of our previous results indicating that the odds of disease were similar in comparisons between horses with the AA *TRPM2* genotype relative to the AB genotype (OR = 4.3; *P* = 0.0017), the BB genotype (OR = 3.6; *P* = 0.0574), or combined genotypes (OR = 3.7; *P* = 0.0006) [15]. A secondary aim was to compare differential gene expression between horses that had developed *R. equi* pneumonia as foals (*n* = 2) and horses that had not developed clinical signs of pneumonia as foals (*i.e.*, subclinical pneumonia or no pneumonia; *n* = 10), independent of *TRPM2* genotype.

Sequencing reads were aligned to the equine genome using *Tophat* with the default parameters. *EdgeR*, which operates within the R statistical package (Version 3.0.1; R Statistical Project), and *cuffdiff* were used to identify differentially expressed genes using the Ensembl equine gene annotation [build 83] [21–26]. For the *edgeR* analysis, read counts of each gene were first determined using *HTSeq* [27] with the intersection nonempty parameter to account for ambiguous reads. The resulting count table was filtered to remove genes in which 0 reads mapped in all samples. The tabulated read counts were then normalized relative to library size and tag-wise and common dispersions estimated. Differentially expressed genes were defined as those genes having a false discovery rate (FDR) ≤ 0.05 that were identified with the *exactTest* function. For the *cuffdiff* analysis the default settings were used with the exception of the minimum isoform fraction setting (F - 0). Differentially expressed genes were defined as those having a q-value (FDR) ≤ 0.05.

Biological pathway analysis was performed using the Ingenuity Pathway Analysis (IPA) (Qiagen, Venlo, Netherlands; www.ingenuity.com) tool-kit. Output files from both *edgeR* and *cuffdiff* were used in their respective pathway analyses. Input files for IPA used the following information from the *edgeR* or *cuffdiff* outputs: a column containing an Ensembl gene identifier, a corresponding gene name where applicable, the log fold-change of expression for each gene between the 2 groups tested, and a FDR for each gene tested.

Visualization of RNA-Seq read coverage across the region of interest was carried out using *BEDTools* and the University of California Santa Cruz (UCSC) online genome browser using aligned reads from the previously described *Tophat* mapping step [28, 29]. The *cufflinks* function of the *Tophat* tool suite was used to identify novel transcripts at the *TRPM2* locus [21]. The Ensembl annotated *TRPM2* gene model was then replaced with the *TRPM2* assembled transcripts generated through *Cufflinks*. Analysis of the *TRPM2* isoforms was performed using *cuffdiff*.

The assembled *TRPM2* transcripts were verified by polymerase chain reaction (PCR). Briefly, equine RNA was isolated using the Ambion PureLink™ RNA isolation kit (Ambion, Waltham, MA) and cDNA synthesized using the iScript™ cDNA synthesis kit (BIO-RAD, Hercules, CA). PCR probes were developed using the Primer3 software [30] for the 3′ end of predicted *TRPM-1* with complementary reverse primers targeted at the 5′ and 3′ ends of *TRPM2-2*. Cycling conditions were as follows: 94 °C for 2 min, 94 °C for 30 s to 58 °C for 45 s to 72 °C for 1 min 30 times, followed by 72 °C for 3 min. PCR products were resolved on a 1% agarose gel.

## Results

### RNA-seq of horse samples

RNA-seq generated an average of 33.7 million paired-end reads per sample of which 78.7% (*viz.,* 26.5 million) uniquely aligned to the equine genome. 

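Whole blood RNA was compared among 12 horses with the TRPM2 AA (n = 3), AB (n = 4) and BB (n = 5) genotypes, each horse a separate animal. TRPM2 encodes a calcium-permeable cation channel of leukocytes. The authors prepared poly(A)-selected libraries, aligned the reads to EquCab2 with TopHat (version 2.0.14) and counted reads per Ensembl gene with HTSeq. The deposited values are these raw counts per gene. They summed to 30.4 to 33.2 M per horse in the AA group (median 31.2 M), 29.3 to 35.0 M in the AB group (median 29.4 M) and 25.0 to 33.3 M in the BB group (median 31.0 M). The mean over the 12 horses was 30.8 M, and the paper's reported values are 33.7 M reads per sample and 26.5 M uniquely aligned reads. The counts per gene thus sum to more than the paper's uniquely aligned reads, and whether 1 count stands for a read or a read pair is not given in the sources used here. All values given here use the counts per gene. Counts were scaled to per-million counts (CPM) with TMM factors of 0.907 to 1.098, and genotypes were compared with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. Log2 fold changes are AA over AB and BB together (n = 9), so a positive value is higher in horses with the AA genotype. Horses are named by genotype and replicate number. BB horse 2 stood apart from the others, at 99.3 on the first principal component (30.5% of the variance), with the next BB horse at 8.07. Its median correlation with the other horses was 0.930, that of BB horse 1 was 0.959, and those of the remaining horses were 0.968 to 0.975.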

With the exception of 1 sample (*viz.,* foal 45), all samples had base quality scores (Phred) > 30.

### Analysis of TRPM2 region gene expression and assembled transcripts (targeted approach)

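ANKRD22, an ankyrin repeat gene, was the 1 gene of the 18779 tested that passed an FDR of 0.05 between horses with the AA genotype (n = 3) and horses with the AB and BB genotypes (n = 9). Each of the other genes had an adjusted p of 0.896 or more in edgeR's quasi-likelihood test. In the same comparison 665 genes had an unadjusted p under 0.05, whereas 939 would be expected with no difference at all. The Ensembl IDs of TRPM2 and of the genes next to it on chromosome 26 are not paired with names in the sources used here, so no value is given for each of them. ANKRD22 is not among the 12 TRPM2 neighbours that were listed for this purpose. The call of ANKRD22 ended without AA horse 1 (adjusted p = 0.0592) and without AA horse 3 (adjusted p = 0.216), and no gene passed in either case. The log2 fold change of ANKRD22 was 5.82 with all horses and 5.15 to 6.39 without single horses.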

Neither the TRPM2 nor adjacent genes were differentially expressed between the AA and non-AA genotypes. Visualization of the aligned RNA-Seq reads relative to the *TRPM2* gene annotation (Ensembl equine 83 and Non-horse RefSeq annotation) suggested that there were unnanotated exons and 3′ untranslated regions (UTR) of the *TRPM2* gene expressed in leukocytes (Fig. 1a). This observation promoted us to ask whether the *TRPM2* isoforms were differentially expressed between horses with different *TRPM2* genotypes as described above. To test this, we first merged the transcriptomes of each animal to increase the total depth of coverage of the transcriptomes and used *Cufflinks* to assemble transcripts of *TRPM2*. We then examined differential expression of the assembled *TRPM2* transcripts as described above. The transcript assembly revealed 2 unspliced 5′ and 3′ transcripts of *TRPM2* (hereafter referred to as *TRPM2-1* and *TRPM2-2)* that included 17 novel isoforms (*TRPM2-1* = 10, *TRPM2-2* = 7) consisting of unnanotated exons (e.g., 5′ terminal and cassette exons), retained introns, and 3′ UTRs (Fig. 1b). 

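TRPM2 was assembled as a pair of neighbouring genes on the plus strand of chromosome 26 of EquCab2, in the Cufflinks assembly that the authors made from the merged reads of all 12 horses. TRPM2-1 lay from 39595138 to 39642629 and TRPM2-2 from 39646891 to 39654255. The 10 transcripts of TRPM2-1 held 16 to 26 exons each and used 51 distinct exons, 4 start positions and 2 end positions. The 7 transcripts of TRPM2-2 held 4 to 7 exons each and used 16 distinct exons, 1 start position and 2 end positions. Most of the TRPM2-1 signal was in isoform 5, which had 24 exons and an FPKM of 31.0, or 77.2% of the summed FPKM of TRPM2-1 (the authors' confidence bounds were 29.3 and 32.7). Isoform 10 started at 39621156, within the gene, and had an FPKM of 4.73, or 11.8%. For TRPM2-2, isoform 2 had an FPKM of 22.0 (59.7%) and isoform 5 an FPKM of 8.59 (23.3%), while isoform 3 was listed at 0. An FPKM of at least 1 was reached by 3 transcripts of TRPM2-1 and 5 of TRPM2-2. No other assembled gene lay in the 4261 bp between TRPM2-1 and TRPM2-2, and 0 of the 17 transcripts spanned both. The latter follows from their assembly as separate genes, so it does not show that they are separate. The paper's PCR amplified transcripts that join them. These FPKM are the authors' values over all horses together, so they have no error between horses and do not compare genotypes.

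**Figure D1:**
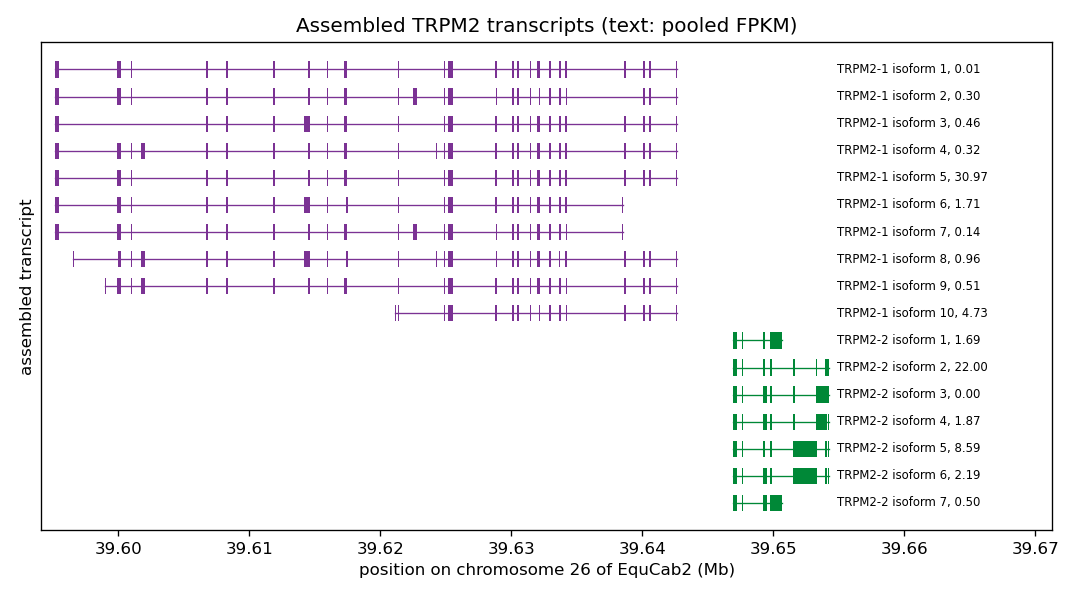
Transcripts of TRPM2-1 (purple) and TRPM2-2 (green) as the authors assembled them, by position in Mb on chromosome 26 of EquCab2, with exons as boxes, introns as lines and the FPKM over all horses together written after each name. The 10 transcripts of TRPM2-1 end before the 7 transcripts of TRPM2-2 begin, and isoform 5 of TRPM2-1 and isoform 2 of TRPM2-2 have the highest FPKM of each gene.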

Neither *TRPM2-1* nor *TRPM2-2* were differentially expressed between the 2 cohorts (*edgeR* and *cuffdiff*). Likewise, no differentially expressed isoforms were identified between the 2 groups. We then examined differential expression of the *TRPM2* transcripts among the 3 *TRPM2* genotypes (AA vs AB; AA vs BB; AB vs BB). The *TRPM2-1* transcript was significantly higher in the AB group in comparison to the AA group as well as higher than AA in all comparisons (Table 1).

**Fig. 1:**
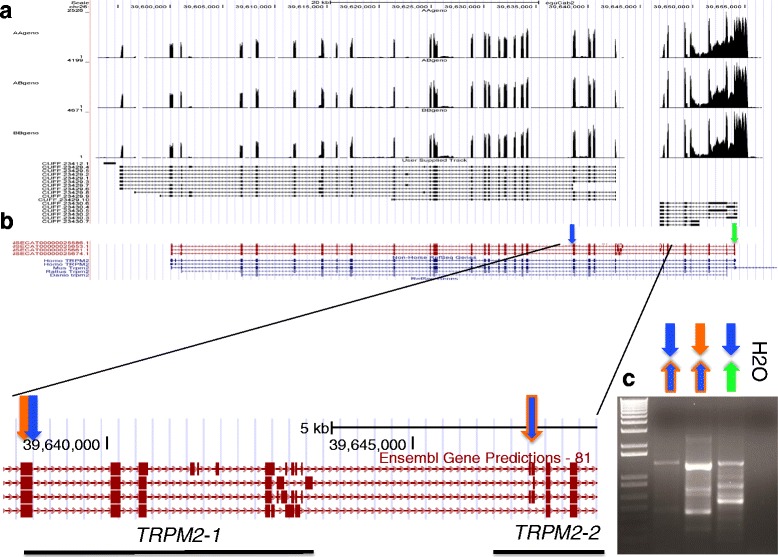
**a** Bedgraphs representing RNA-Seq coverage of *TRPM2* for each genotype from top to bottom: AA, AB, and BB. **b** *Cufflinks* output of *TRPM2* novel isoform overlaying the equine Ensembl predicted gene annotations. **c** PCR amplicons stained with EtBr reveal splicing from *cuffdiff* identified *TRPM2-1* to *TRPM2-2* as well as multiple isoforms. Primer locations indicated by colored arrows in panel **b** and **c** and resulting amplicons of primer pairs represented in in panel **c**

**Table 1:** Pairwise comparisons of potentially novel *TRPM2* transcript expression values

Cufflinks ID	Transcript ID	AA	AB/BB	Log_2_ FC	*P* value	P adjusted
CUFF.23429	*TRPM2-1*	90.99	118.90	0.39	0.0971	0.1942
CUFF.23430	*TRPM2-2*	168.23	214.17	0.35	0.1630	0.3260
		AA	AB			
CUFF.23429	*TRPM2-1*	91.81	130.55	0.51	0.0224	0.0448
CUFF.23430	*TRPM2-2*	169.73	225.94	0.41	0.0783	0.1566
		AA	BB			
CUFF.23429	*TRPM2-1*	90.63	110.04	0.28	0.2663	0.5326
CUFF.23430	*TRPM2-2*	167.57	205.44	0.29	0.2766	0.5532
		AB	BB			
CUFF.23429	*TRPM2-1*	128.83	110.27	−0.22	0.3456	0.6912
CUFF.23430	*TRPM2-2*	223.02	205.87	−0.12	0.6565	1.0000

To determine whether the 2 predicted genes at the annotated at *TRPM2* locus are in fact 2 independent transcriptional units, we isolated RNA, synthesized cDNA, and probed with primers targeted for the 3′ end of *TRPM2-1* and the 5′ end of *TRPM-2*. Gel electrophoresis of the amplicons revealed that PCR successfully amplified transcripts spanning the region, indicating that *TRPM2-*1 and −2 are, at least in some instances, spliced together as a single transcription unit (Fig. 1c). Visual inspection of the PCR gel revealed several splice variants (amplicons) synthesized between the primer sets which corresponds with the several exons predicted by the Ensembl gene prediction track. This analysis does not rule out the possibility that independent transcriptional units might be synthesized from the *TRPM2-1* and −*2* locus.

### Differential gene expression analysis of transcriptome (untargeted approach)

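Between 13502 genes (BB horse 2) and 15881 genes (BB horse 4) of the 18779 genes with a read in any horse had at least 1 read in a single horse. A mean of at least 10 counts per horse was reached by 12696 genes. The 10 most abundant genes of each horse together took 5.73% to 7.24% of its counts, and the most abundant gene took 1.11% to 1.56%. HBB, which encodes the beta chain of haemoglobin in red blood cells, ranged from 6.34 CPM in AA horse 2 to 552 CPM in BB horse 5.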

Examination of the gene count tables generated by *HTSeq* revealed 8212 genes with < 1 read count/gene, leaving 18,779 genes for analysis in *edgeR*. 

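ANKRD22 was expressed at 5.07 CPM in AA horse 1 and 7.19 CPM in AA horse 3, but at 0.103 CPM in AA horse 2, and it ranged from 0 to 0.182 CPM in the 9 AB and BB horses. Its log2 fold change was 5.82 (standard error 0.73, adjusted p = 0.0058 from edgeR's quasi-likelihood test; exact permutation p = 0.0091, two-sided). DQB, which encodes a class II chain that presents antigen to helper T cells, was at 360 ± 27.3 CPM (SD, n = 3) in horses with the AA genotype and 90.2 ± 62.4 CPM (SD, n = 9) in the others. Every AA horse was above every other horse, with 330 CPM the lowest AA value and 217 CPM the highest of the others (exact permutation p = 0.0045, the smallest p that 3 horses against 9 allow). The study picked both genes on these horses, so their permutation p-values are not independent evidence. The log2 fold change of DQB was 2.00 (standard error 0.41), and its adjusted p of 0.896 from the quasi-likelihood test did not pass the threshold. MPO, which encodes an enzyme of neutrophil granules, was at 0.552, 0.411 and 4.96 CPM in AA horses 1, 2 and 3 and at 0 to 0.435 CPM in the others, a log2 fold change of 3.22 (standard error 0.74, adjusted p = 0.896). It was 1.19 without AA horse 3. Single horses also set other low genes: the log2 fold change of PLEKHG4B was 4.64 with all horses and 0.68 without AA horse 2, and that of C15orf52 was 3.08 with all horses and 1.56 without AA horse 1. OMG, at 50.3 ± 6.60 CPM (SD, n = 3) in AA horses and 93.4 ± 22.4 CPM (SD, n = 9) in the others, had a log2 fold change of -0.89 (standard error 0.20, adjusted p = 0.896). The exact test of edgeR with TMM passed ANKRD22, DQB and MPO, and limma-voom passed DQB but not ANKRD22 (adjusted p = 0.449). In the authors' deposited table the FDRs are 7.9e-10 for ANKRD22, 0.0028 for DQB and 0.0483 for MPO.

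**Figure D2:**
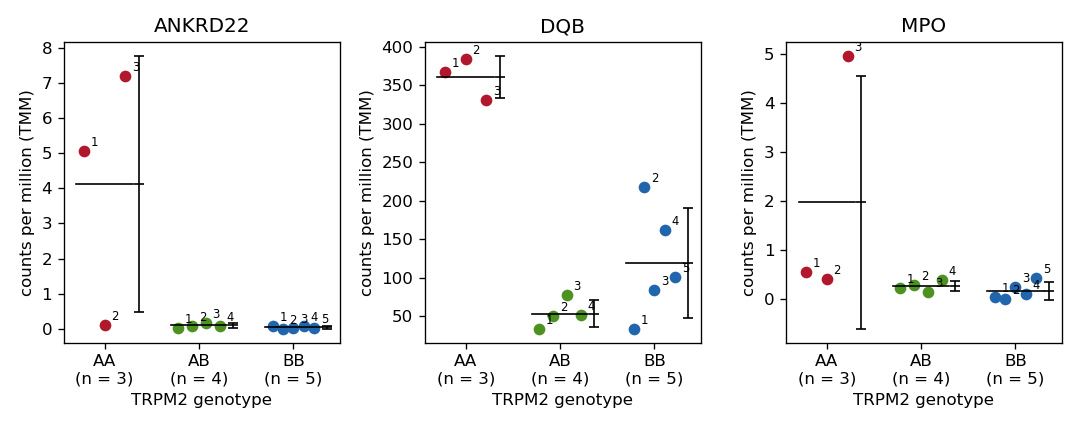
Expression of ANKRD22, DQB and MPO in CPM for each horse by TRPM2 genotype, with points numbered by replicate, horizontal lines at the genotype means and bars for the SD. The AA horses lie at 330 CPM or more for DQB, whereas AA horse 2 lies with the AB and BB horses for ANKRD22 and AA horses 1 and 2 lie close to them for MPO.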

Comparison of the *TRPM2* genotypes (AA [*n* = 3] vs. AB [*n* = 4] + BB [*n* = 5]) showed that expression of the ankyrin repeat domain 22 (*ANKRD22*)*,* major histocompatibility complex, class II, DQ beta (*DQB*)*,* and myeloperoxidase (*MPO*) genes were significantly higher (FDR ≤ 0.05) in horses with the *TRPM2* AA genotype compared to horses with the *TRPRM2* AB and BB genotypes (Table 2). 

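The genes of Table 3 were also compared in the gene counts, with 14 listed there as higher and 44 as lower in horses with the AA genotype. All 58 had the direction of Table 3, 0 passed an FDR of 0.05 over all genes in edgeR's quasi-likelihood test (40 at an unadjusted p under 0.05), and 34 passed when adjusted over the list alone. The list was chosen on these same horses, so the latter is not independent evidence. DESeq2 and the exact test of edgeR also passed 0 of them over all genes. Among the genes listed as higher, ADAMDEC1, a metalloprotease-like gene, had a log2 fold change of 1.42 (standard error 0.55), and CSTA, which encodes the protease inhibitor cystatin A, one of 2.09 (standard error 0.59). Without AA horse 2 these were 0.29 and 0.37. SUSD2 was at 70.7 ± 28.6 CPM (SD, n = 3) in AA horses and 33.5 ± 16.4 CPM (SD, n = 9) in the others, with a log2 fold change of 1.08 (standard error 0.36). Among the genes listed as lower, SEPP1, which encodes a selenium transport protein, had a log2 fold change of -1.13 (standard error 0.33) and ZNF577, a zinc finger gene, one of -1.09 (standard error 0.32). Adjusted p was 0.896 for each of these genes in edgeR. Single horses moved these counts: 4 genes passed over the list alone without AA horse 2 and 5 without AA horse 1, and of the 14 genes listed as higher, 12 had an unadjusted p under 0.05 with all horses and 3 without AA horse 2. With robust dispersion 0 passed over the list alone.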

*Cuffdiff* analysis revealed 58 differentially expressed genes between the 2 groups (Table 3); however, none of the genes were concordant between the 2 analyses. Although not significantly different, expression of *DQB* was closest to being differentially expressed (*P* = 0.00075, FDR = 0.108) in the *cuffdiff* analysis, with the *ANKRD22* and *MPO* having FDRs of 0.73 and 0.63, respectively. 

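DQB was higher in horses with the AA genotype than in horses with the AB genotype, at 53.3 ± 17.8 CPM (SD, n = 4) in the latter (log2 fold change 2.76, standard error 0.41, adjusted p = 0.041 from edgeR's quasi-likelihood test). In horses with the BB genotype it was at 120 ± 71.4 CPM (SD, n = 5), and the log2 fold change of AA over BB was 1.59 (standard error 0.37, adjusted p = 0.738). DQA encodes the partner chain of DQB in the class II molecule and has 2 Ensembl genes in Table 3. The first, ENSECAG00000024259, was at 973 ± 142 CPM (SD, n = 3) in AA horses and 233 ± 304 CPM (SD, n = 9) in the others, a log2 fold change of 2.06 (standard error 0.70, adjusted p = 0.896). The second, ENSECAG00000009142, was at 57.5 ± 3.28 CPM and 26.0 ± 15.0 CPM, a log2 fold change of 1.15 (standard error 0.40, adjusted p = 0.896). BB horse 2 had 980 CPM and 55.0 CPM for these DQA genes, within the range of the AA horses. Over the 3 class II genes together, all listed by the study on these horses, the mean log2(CPM + 0.5) was 8.09 ± 0.06 (SD, n = 3) in AA horses and 5.91 ± 0.82 (SD, n = 9) in the others. The DQ genes are paralogs, and reads shared between them were not measured here; the authors counted ambiguous reads with the intersection nonempty rule of HTSeq. The call of DQB between AA and AB ended in 9 of 24 alternatives (adjusted p = 0.0684 to 0.763), which were limma-voom, library sizes only, a filter on low counts, robust dispersion, and leaving out AA horse 1, AA horse 3, AB horse 1, AB horse 2 or AB horse 4. Without single horses the log2 fold change of DQB in AA over AB was 2.59 to 2.99.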

Pathway analysis of the differentially expressed genes identified by *cuffdiff* revealed biological processes involving host antimicrobial and inflammatory response (17 genes), cell-to-cell signaling, and cell interaction (Fig. 2). 

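Interferon-stimulated genes made up the largest group of Table 3 among the gene lists used here. Of the 49 genes of that list, 13 could be paired with an Ensembl ID, and all 13 had negative log2 fold changes, from -0.89 to -2.61. None passed an FDR of 0.05 over all genes in edgeR, and 10 passed when adjusted over the list alone, which is not independent evidence because the study picked these genes on the same horses. ISG15, a ubiquitin-like protein induced by interferon, was at 66.2 ± 17.0 CPM (SD, n = 3) in AA horses and 199 ± 122 CPM (SD, n = 9) in the others. IFIT5, an RNA-binding interferon-induced gene, had a log2 fold change of -2.61 (standard error 0.84), which was -1.67 without BB horse 2, where it reached 534 CPM. SIGLEC1, a receptor of monocytes and macrophages, had one of -1.05 (standard error 0.31) and SAMD9L one of -1.42 (standard error 0.43). The mean log2(CPM + 0.5) over the 13 genes was 5.80 ± 0.52 (SD, n = 3) in AA horses and 6.92 ± 0.78 (SD, n = 9) in the others. No p is given for the means of these groups of genes, since the study listed their members on these horses.
The mature neutrophil genes CLEC4E, S100A8, S100A9 and S100A12, of which the S100 genes encode calcium-binding proteins of neutrophils, had log2 fold changes of -1.02 to -1.12, and that of CLEC4E was -3.41 without AA horse 2, -0.55 without AA horse 1 and -0.50 without AA horse 3. That of S100A12 was -0.73 without AA horse 2. Of these 4 genes and of the 4 skeletal muscle genes named next, 0 passed when adjusted over either list alone. The mean log2(CPM + 0.5) of the mature neutrophil genes was 5.73 ± 0.20 (SD, n = 3) in AA horses and 6.76 ± 0.79 (SD, n = 9) in the others. In AA horses 1, 2 and 3 CLEC4E was at 41.3, 467 and 26.5 CPM, but S100A12 at 114, 31.4 and 107 CPM. These genes thus offset each other in the mean, and its small SD in AA horses does not show that each gene was alike among them. The skeletal muscle genes MYLPF, MYBPC2, TNNT3 and TNNC2, which encode parts of the contractile apparatus, were high in BB horse 1 and low in the other 11 horses. Their mean log2(CPM + 0.5) was 0.54 ± 0.11 (SD, n = 3) in AA horses and 1.25 ± 1.92 (SD, n = 9) in the others. TRPM2 itself was not differentially expressed in the paper's analysis, and the authors added it to Fig. 2 to look for its links. From the indirect interactions of TRPM2 with the differentially expressed genes in that figure, the paper proposes a role for TRPM2 in innate immunity.

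**Figure D3:**
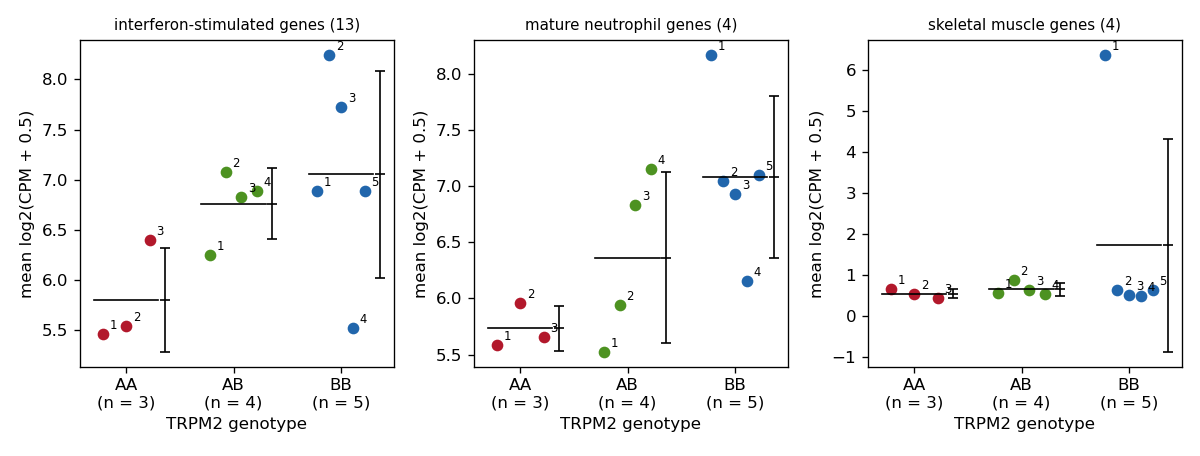
Mean log2(CPM + 0.5) of the interferon-stimulated (13), mature neutrophil (4) and skeletal muscle (4) genes of Table 3 for each horse by TRPM2 genotype, with points numbered by replicate, horizontal lines at the genotype means and bars for the SD. Of the mature neutrophil genes, CLEC4E is highest and S100A12 lowest in AA horse 2 among the AA horses. BB horse 4 (5.52) and AB horse 1 (6.25) lie within the range of the AA horses for the interferon-stimulated genes, AB horse 2 (5.94) lies within it and AB horse 1 (5.52) below it for the mature neutrophil genes, and the skeletal muscle genes stand out in BB horse 1.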

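CEBPE, a transcription factor of granulocyte maturation, was at 13.5, 52.1 and 14.0 CPM in AA horses 1, 2 and 3. It ranged from 1.72 to 39.3 CPM in the 9 AB and BB horses, with a mean of 10.6 ± 11.3 CPM (SD, n = 9). The log2 fold change was 1.33 (standard error 0.61, adjusted p = 0.896 from edgeR's quasi-likelihood test), which is a 2.52-fold difference on the linear scale. The unadjusted p was 0.0416 in that test and 0.082 in an exact permutation test (two-sided), on a gene that the study picked on these horses. AA horse 2 was the highest, with a log2 fold change of 0.38 without that horse, and AB horse 3 was the highest of the others. AA horses 1 and 3 also lay above every BB horse (at most 9.21 CPM), but AB horse 1 lay between them at 13.9 CPM. The log2 fold change of AA over BB was 2.07 (standard error 0.60, adjusted p = 0.821) and that of AA over AB was 0.74 (standard error 0.63, adjusted p = 1). CCR3, a chemokine receptor of eosinophils, was also highest in AA horse 2, at 108 CPM.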

Notably, the CCAAT/enhancer binding protein epsilon (*C/EBPE*), which was a central gene in the identified pathways, was expressed ~ 1.3-fold higher in the horses with *TRPM2* AA genotypes relative to the other horses. No biological processes were identified using the differentially expressed genes identified by *edgeR*. Comparison of transcriptome by clinical status as foals (i.e., *R. equi* pneumonia [*n* = 2], unaffected [*n* = 10]) using the analysis methods described above identified no differentially expressed genes (FDR ≤ 0.05).

**Table 2:** Transcriptome-wide differentially expressed genes identified by *edgeR* analysis

Ensembl ID	Gene name	Log FC^a^	Log CPM^b^	*P* value	FDR
ENSECAG00000022239	ANKRD22	−5.82	0.23	0.0000	0.0000
ENSECAG00000006492	DQB	−2.00	7.30	0.0000	0.0028
ENSECAG00000006662	MPO	−3.22	−0.44	0.0000	0.0483
ENSECAG00000017147	C15orf52	−3.08	−1.66	0.0000	0.0968
ENSECAG00000002249	PLEKHG4B	−4.64	−1.57	0.0000	0.0983
ENSECAG00000008171	N/A	−3.80	−0.68	0.0000	0.1476
ENSECAG00000008238	S100A5	−3.41	−1.98	0.0001	0.1476
ENSECAG00000016666	OMG	0.89	6.37	0.0001	0.2650
ENSECAG00000006656	N/A	−3.08	−2.89	0.0002	0.4258
ENSECAG00000024043	CSTA	−2.09	2.50	0.0003	0.4904

^a^ *FC* fold change

^b^ *CPM* counts per million

**Table 3:** Transcriptome-wide differentially expressed genes identified by *cuffdiff* analysis

Ensembl ID	Gene name	Log_2_ FC	*P* value	Q value	Significant
ENSECAG00000024043	CSTA	−2.08	0.0001	0.0122	yes
ENSECAG00000024259	DQA	−1.83	0.0001	0.0122	yes
ENSECAG00000019922	ADAMDEC1	−1.39	0.0001	0.0122	yes
ENSECAG00000009142	DQA	−1.34	0.0001	0.0122	yes
ENSECAG00000020816	PDLIM1	−1.32	0.0001	0.0122	yes
ENSECAG00000015109	N/A	−1.28	0.0001	0.0122	yes
ENSECAG00000012883	CEBPE	−1.27	0.0001	0.0122	yes
ENSECAG00000023062	N/A	−1.26	0.0001	0.0122	yes
ENSECAG00000019130	SIRPG	−1.22	0.0001	0.0122	yes
ENSECAG00000011315	EMR3	−1.17	0.0001	0.0122	yes
ENSECAG00000013660	C1orf186	−1.16	0.0002	0.0371	yes
ENSECAG00000025078	SUSD2	−1.05	0.0001	0.0122	yes
ENSECAG00000016730	CSMD1	−0.99	0.0001	0.0122	yes
ENSECAG00000001282	CCR3	−0.95	0.0001	0.0122	yes
ENSECAG00000008322	GZMH	0.79	0.0002	0.0371	yes
ENSECAG00000007621	TRIP11	0.86	0.0003	0.0435	yes
ENSECAG00000018564	SPATS2L	0.87	0.0001	0.0221	yes
ENSECAG00000019111	CD163	0.89	0.0002	0.0308	yes
ENSECAG00000020763	MGST1	0.91	0.0001	0.0221	yes
ENSECAG00000014422	OAS2	0.92	0.0001	0.0122	yes
ENSECAG00000011776	MX1	0.93	0.0001	0.0221	yes
ENSECAG00000021989	DDX58	0.94	0.0002	0.0308	yes
ENSECAG00000003474	TTLL3	0.94	0.0001	0.0122	yes
ENSECAG00000001399	SAMD9	1.03	0.0001	0.0221	yes
ENSECAG00000014218	SIGLEC1	1.04	0.0003	0.0435	yes
ENSECAG00000008274	CLEC4E	1.05	0.0001	0.0122	yes
ENSECAG00000010117	S100A9	1.05	0.0001	0.0122	yes
ENSECAG00000013762	NCR1	1.07	0.0002	0.0308	yes
ENSECAG00000023733	MMP-1	1.10	0.0001	0.0221	yes
ENSECAG00000015006	FGFR1	1.10	0.0003	0.0435	yes
ENSECAG00000007133	TPPP3	1.11	0.0001	0.0122	yes
ENSECAG00000022042	PNP	1.11	0.0001	0.0122	yes
ENSECAG00000008356	ZNF577	1.15	0.0003	0.0435	yes
ENSECAG00000012235	BAZ2B	1.15	0.0001	0.0122	yes
ENSECAG00000009742	S100A12	1.15	0.0001	0.0122	yes
ENSECAG00000021476	MMP8	1.16	0.0001	0.0122	yes
ENSECAG00000009271	S100A8	1.18	0.0001	0.0122	yes
ENSECAG00000019411	HERC6	1.20	0.0001	0.0122	yes
ENSECAG00000026820	SEPP1	1.22	0.0001	0.0122	yes
ENSECAG00000007881	IFIH1	1.24	0.0001	0.0122	yes
ENSECAG00000014645	OASL	1.29	0.0001	0.0122	yes
ENSECAG00000010153	IFIT4	1.33	0.0001	0.0122	yes
ENSECAG00000013874	SPARC	1.44	0.0002	0.0308	yes
ENSECAG00000001481	SAMD9L	1.47	0.0001	0.0122	yes
ENSECAG00000008809	OAS3	1.51	0.0001	0.0122	yes
ENSECAG00000000500	IF16	1.53	0.0001	0.0122	yes
ENSECAG00000015395	HERC5	1.54	0.0001	0.0122	yes
ENSECAG00000001324	ISG15	1.55	0.0001	0.0122	yes
ENSECAG00000008594	BTN3A1	1.59	0.0001	0.0122	yes
ENSECAG00000006913	N/A	1.90	0.0001	0.0122	yes
ENSECAG00000019949	CYP4F	1.92	0.0001	0.0122	yes
ENSECAG00000017437	MYLPF	2.38	0.0002	0.0371	yes
ENSECAG00000004349	IFIT5	2.54	0.0001	0.0122	yes
ENSECAG00000020407	MYBPC2	2.64	0.0002	0.0371	yes
ENSECAG00000010020	HBB	2.73	0.0001	0.0122	yes
ENSECAG00000023971	TNNT3	4.46	0.0002	0.0371	yes
ENSECAG00000019728	TNNC2	5.11	0.0001	0.0122	yes
ENSECAG00000005487	N/A	8.08	0.0001	0.0122	yes

**Fig. 2:**
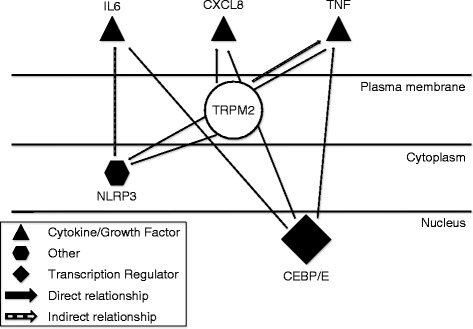
*EdgeR* pathway analysis results. *TRPM2* was not identified as differentially expressed in the analysis but was added for the purpose of identifying *TRPM2’s* link with the differentially expressed genes. Solid arrows indicate a documented direct interaction, while dashed arrows represent interactions linked through an intermediary. The transcription regulator CEBP/E directly interacts with IL6, CXCL8, and TNF establishing a link between the homozygous AA *TRPM2* horses and expression of immune related genes. The indirect interactions show the relationship of *TRPM2* to the differentially expressed genes and thus suggesting a role for TRPM2 in innate immunity. Figure adapted from IPA generated output for resolution purposes

## Discussion

As previously reported, *TRPM2* markers have been associated with clinical disease caused by *R. equi* [15]. The *TRPM2* gene was biologically plausible as a candidate gene because TRPM2 has been shown to increase tissue damage at sites of inflammation in a mouse model of ulcerative colitis [15, 31]. On the basis of these findings, we considered it important to understand the expression pattern across the region of interest identified by our previous GWAS (targeted approach). We found evidence indicating that alternative splicing occurs within the *TRPM2* locus in horses resulting in multiple isoforms. Although we did not attempt to verify the functionality of these transcripts in horses, an alternative transcript has been functionally characterized in human-derived cell lines: a short isoform of *TRPM2* inhibits calcium influx while increasing cell viability [32]. Given our demonstration of only a single *TRPM2* gene in the equine genome, it is biologically plausible that the short isoforms of *TRPM2* in the horse might have altered function that could confer some degree of protection against infection and subsequent tissue damage. Further experimentation is required to understand the function of these isoforms of equine *TRPM2* and what role these isoforms might play in innate immune responses to *R. equi* infection.

The *C/EBP* gene was identified as differentially expressed by *cuffdiff* (Table 3) and was indirectly implicated by *IPA* (Fig. 2). Like *TRPM2*, this gene is associated with neutrophil function. Isoforms of the *C/EBP* gene are expressed by human neutrophils and play an integral part in inducing several inflammatory cytokines [33]. C/EBP was shown to bind the promoter of interleukin 8 (*IL-8, CXCL8*) when stimulated by lipopolysaccharides (LPS), [33] and upregulation of *CXCL8* production by TRPM2 has been linked to increased tissue damage at sites of inflammation in mice [31, 34].

The transcriptome-wide analysis for association of gene expression with *TRPM2* SNP genotype using both *edgeR* and *cuffdiff* did not reveal any concordant results. This might be attributable to several factors. Each program uses a different method to predict differentially expressed genes and each is tailored to conduct different types of analysis. *Cuffdiff* uses a mixture of distributions to account for the uncertainty in mapping a read and the variability in read count while *edgeR* primarily focuses on the variability in read count across replicates [21, 22]. The results from *edgeR* appear to be more conservative in our experiment because only 3 genes were identified as differentially expressed whereas *cuffdiff* identified 58 genes. There is also evidence to suggest that *edgeR* is not always a more conservative approach; thus, the observed discrepancy might reflect some other biological or technical property present in the data but no other metrics suggest this was the case [35]. Also, *cuffdiff* uses the alignments from *TopHat* and a gene annotation file to calculate differential expression. This removes the *HTSeq* count step and might have contributed to the differing results. In an effort to maximize the inferences drawn from our data, we elected to use the genes identified by *cuffdiff* to better leverage our data in elucidating biological pathways and processes playing a role in susceptibility to *R. equi* pneumonia.

There are several other factors to consider regarding RNA-Seq and the outcome of its analysis. RNA-Seq reflects steady-state levels of RNA, which encompasses the rate of transcription, rate of degradation, post-transcriptional phases, and post-translational modifications that may alter protein function [36]. For example, a 1.3-fold increase in expression of *C/EBP* within the AA genotypes group over the non-AA genotypes is a complex finding, as it is in any case investigating differentially expressed genes. A first step in following up on the findings and towards a better understanding this gene and pathway as it relates to *R. equi* pneumonia would be to confirm the RNA expressions levels by another method. Also, we do not know whether a 1.3-fold increase in RNA represents a 1.3-fold increase in the protein level of C/EBP in these horses. A recent study found that on average only 40% of the variability in protein levels of the cell could be explained by mRNA levels [37]. This finding demonstrates that the dynamic processes of transcription and translation cannot be easily generalized to their functional implications.

Our transcriptome-wide analysis of gene expression with disease status compared the samples based on a horse’s phenotypic classification when it was a foal. No evidence that disease status as a foal was associated with gene expression as an adult; however, our study was clearly lacking power and results of absence of evidence of an association should not be confused with evidence of absence of an association.

Our study had a number of limitations. This project was conducted using mature horses and not foals: gene expression as adults might not reflect the gene expression of these horses when they were foals and susceptible to *R. equi*. The marker genotypes (*i.e.*, AA, AB, and BB), however, would not have changed and therefore their impact on functional transcription should remain the same. A second limitation is that the region of interest’s involvement with and relationship to *R. equi* infection might be tissue-specific (*e.g.*, in the lung or in alveolar macrophages) and thus not captured or accurately reflected by RNA-Seq data from whole blood. A third limitation is the small sample size of the study which was dictated by available funding. This was particularly true for our secondary aim comparing gene expression by pneumonia status as a foal. Nevertheless, previous studies have yielded important results using fewer horses than this and our results provide novel, significant findings relevant to understanding the pathogenesis and susceptibility of foals to *R. equi* infection [18–20].

To the authors’ knowledge, these data represent the first whole transcriptome assembly of the Quarter Horse genome. With an average of 33.7 million reads per sample, we have generated an average of 53.83X coverage of the Quarter Horse transcriptome. 

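The Cufflinks assembly that the authors deposited held 34180 assembled genes on the 31 autosomes and the X chromosome of EquCab2. Of these, 13975 had a transcript with more than 1 exon, and 20979 had a transcript with an FPKM of at least 1 over all horses together. At TRPM2 it held 2 genes, TRPM2-1 and TRPM2-2, between which the paper's PCR found splicing in some transcripts.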

The *cufflinks* program estimated over 34,000 genes to be present in the Quarter Horse genome. Furthermore, *cufflinks* estimated over 74,500 isoforms of these 34,000 genes to be transcribed. 

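The assembled genes had 74649 transcripts, or 2.18 per gene, with 542388 exons. More than 1 transcript was assembled for 10204 genes (29.9%), at least 10 for 980 genes, and the most for any gene was 118. Single-exon transcripts numbered 20878 (28.0%). An FPKM of at least 1 was reached by 36521 transcripts. The assembly was made once from all horses together, so these counts have no error between horses.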

The RNA-Seq data presented in this report should be valuable to those interested in the equine transcriptome because researchers will be able to align their transcriptomic/genomic data with the Quarter Horse transcriptome to further investigate functional implications of comparative genomics.

## Conclusions

*Rhodococcus equi* is a pathogen that predominantly affects young foals with often severe and potentially fatal outcomes. Here we described several differentially expressed genes, identified using RNA-Seq, associated with this genotype that are important to innate immune responses. Specifically, *C/EBP* was found to be upregulated in horses with the susceptible genotype. This is an important finding due to the role *C/EBP* plays in enhancing *IL-8* expression as increased concentration of *IL-8* at sites of inflammation has been shown to increase tissue damage. These findings suggest that modulation of expression of *TRPM2* contributes to susceptibility to R. equi pneumonia and has shed further light on our understanding of the susceptibility genotype and its relationship to gene expression.

## Abbreviations

*ANKRD22*: Ankyrin repeat domain 22
Bp: Base-pair
*C/EBPE*: CCAAT/enhancer binding protein epsilon
*DQB*: Major histocompatibility complex, class II, DQ beta
FDR: False discovery rate
Fe^2+^: Iron
GWAS: Genome-wide association study
*IL-8, CXCL8*: Interleukin 8
IPA: Ingenuity Pathway Analysis
LPS: Lipopolysaccharide
*MPO*: Myeloperoxidase
PCR: Polymerase chain reaction
PE: Paired-end
*R. equi*: *Rhodococcus equi*
RNA-Seq: RNA-Sequencing
SNP: Single nucleotide polymorphism
*TRPM2*: Transient receptor potential cation channel, subfamily M, member 2
UCSC: University of California, Santa Cruz
UTR: Untranslated region
VapA: Virulence associated protein

How the deposited data were processed for this re-analysis (not part of the article)

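Whole blood of 12 horses was measured by RNA-Seq, 3 with the TRPM2 AA genotype, 4 with AB and 5 with BB. Genotypes and replicate numbers came from the sample labels and the methods. Pneumonia status as a foal is not given for each horse in the sources used here, so that comparison was not analysed here. Each sample was a separate horse, and no 2 horses had counts within sampling noise of each other (lowest chi-square per degree of freedom 37.9).

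The deposited gene counts were made by the authors with TopHat (version 2.0.14, default parameters, EquCab2) and HTSeq with the Ensembl annotation, after the lanes of each sample were merged. HTSeq, edgeR, Cufflinks and Cuffdiff are named in the submitters' processing notes without versions. The authors' deposited table of the AA against AB and BB comparison holds a log2 fold change, a p-value and an FDR for each of 18779 genes from the exact test of edgeR. Its log2 fold changes differed by at most 4.2e-04 from an exact test of the deposited counts with TMM factors. The authors' deposited assembly gives transcript and exon coordinates on EquCab2 with an FPKM for each transcript from Cufflinks, over the merged reads of all horses.

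Genes with at least 1 read over all horses together were kept (18779 genes, with 8212 left out), as in the paper. Counts were normalized with TMM and tested with the quasi-likelihood test of edgeR (version 4.0.16, R 4.3.3), with Benjamini-Hochberg adjustment and an FDR of 0.05. AA was compared with AB and BB in a 2-group design, and the 3 genotypes were compared pairwise in 1 fit of all horses. The standard error given with an edgeR log2 fold change is its size over the square root of the quasi-likelihood F statistic. It therefore restates the p-value of that test and is not a separate measure of the spread between horses. CPM are TMM-scaled, and group means use log2(CPM + 0.5). Exact permutation tests used all 220 splits of 3 horses against 9 on the log2(CPM + 0.5) scale and were two-sided. DESeq2 (version 1.42.0), the exact test of edgeR and limma-voom with quality weights (limma version 3.58.1) were alternatives. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for the tables and plots. Other alternatives were other size factors, library sizes only, a filter on low counts, robust dispersion, removal of HBB, a block for the replicate number, each pair of genotypes fitted alone, a 3-group fit, and each horse left out in turn.

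The tests were checked on simulated counts for AA against AB and BB, with 200 of 18138 tested genes changed. The quasi-likelihood test called 48% of the genes changed 2-fold, 90% of those changed 4-fold, 96% of those changed 8-fold and 100% of those changed 16-fold, with 8 false calls. The exact test called 52%, 92%, 98% and 100% of them, with 13 false calls. These rates hold for the simulated counts and were not shown to hold in these horses. In the real counts DQB, with a log2 fold change of 2.00, did not pass (adjusted p = 0.896 in edgeR's quasi-likelihood test). At 25.0 to 35.0 M counts per horse, precision for abundant genes was limited by the spread between horses, and genes under 1 CPM rested on few reads.

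The tests of the genotypes, 17 gene lists and the alternatives were set before the data were examined, apart from the alternatives and the tests of explanations that the closing observations name as chosen later. The genes named are those the paper names, up to 10 genes in each direction past the FDR in each comparison, and up to 4 members of each gene list with a mean of at least 10 counts. The values of Tables 1 to 3 had been seen before that rule was written. Gene names were taken only from Tables 2 and 3, because 0 Ensembl IDs matched the reference gene table used here (assembly TB-T2T). The Ensembl IDs of TRPM2 and its neighbours were therefore unknown, and the tests of TRPM2 were not run. At most 26.5% of any gene list could be named, all of it from genes the study picked on these horses, so tests of those lists, and of the Table 3 genes as sets, are void. Exact permutation tests of the means over the named members of 4 lists, and camera and fry tests of the Table 3 genes, were run, but their p-values are not given, and the means are given as description. The lists of basophil and mast cell, B cell, T cell, inflammatory cytokine, immediate early and heat shock, TRPM2 neighbour and cell cycle genes had 0 named members. Analyses of the reads, of isoforms in single horses and of pathways were not repeated.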

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

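The tests of normalization for the muscle genes, of CCR3 and a single horse for CEBPE, of a donor variant for the class II genes and of DQB against DQA ENSECAG00000024259 were chosen after the result was seen. Other splits of the horses were fitted for each count of genes past an FDR of 0.05. For AA against AB and BB, 47 of 100 splits gave as many genes as the real 1 with the quasi-likelihood test of edgeR (highest other split 453), and 78 of 100 gave as many as the real 3 with the exact test and TMM (highest other split 735). Chance cannot be excluded in either case. The split with the highest count in both tests put AB horse 1, BB horse 2 and BB horse 4 together. A count this far above the real one points to a structure among the horses, which was not tested. In the quasi-likelihood test the median count was 24 with BB horse 1 in the group of 3 and 0 without it, and that horse alone had 17 genes far above all others. The pairwise comparisons of genotypes over all genes are not reported in the paper. AA against AB gave 1 gene, DQB, and AA against BB gave 1 gene, ANKRD22 (log2 fold change 6.38, adjusted p = 0.032). The latter call ended in 9 of 23 alternatives (adjusted p = 0.0546 to 0.593), which were limma-voom with and without the replicate block, robust dispersion, the pair fitted alone, and leaving out AA horse 1, AA horse 3, BB horse 2, BB horse 3 or BB horse 5. Without single horses the log2 fold change of ANKRD22 in AA over BB was 5.71 to 6.95. For AA against AB, 3 of 35 splits gave as many (highest other split 1), and for AA against BB 14 of 56 did (highest other split 120), so chance cannot be excluded. AB against BB gave 0 genes in the quasi-likelihood test (653 at an unadjusted p under 0.05), 0 in the exact test and in limma-voom and 1 in DESeq2. A count of 0 is reached by every split, so 100 of 100 gave as many, with 25 in the highest other split. The direction of the Table 3 genes matched in 58 genes in the real split and in at most 56 in the others, so 1 of 100 splits reached it. That list was chosen on the real split, which fixes the outcome in part, so chance is not tested by it.

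The skeletal muscle genes were high in BB horse 1 alone, at 100.0 CPM for MYLPF, 44.4 CPM for MYBPC2, 60.2 CPM for TNNT3 and 164 CPM for TNNC2. The highest values in any other horse were 4.08, 1.91, 0.902 and 1.64 CPM. Scaling by TMM is argued against by the size of its factors, from 0.907 to 1.10, which also fixed beforehand that the lowest ratio of BB horse 1 to the next horse over these genes stayed high with library sizes only (20.1). RNA of another tissue in that tube stays open: 17 genes reached 10 CPM and 10 times every other horse in BB horse 1 and 0 did in any other horse, but these 4 are among them and the other 13 could not be named, so that the count does not point to muscle. The study picked all 4 on these horses, the other symbols of the muscle list could not be paired with IDs, and no biological explanation was tested.

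CEBPE had a higher mean in AA horses (adjusted p = 0.896 in edgeR), and whether 1 horse sets this cannot be told apart: the log2 fold change was 0.38 without AA horse 2 and 1.93 without AB horse 3, and AA horses 1 and 3 lay above every BB horse (at most 9.21 CPM) but below AB horse 3 (39.3 CPM), with AB horse 1 (13.9 CPM) between them. A larger share of eosinophils may contribute, but it cannot be told apart from a change in CEBPE itself. Over the 9 AB and BB horses, log2 CEBPE and log2 CCR3 had a Pearson r of 0.58 (exact permutation p = 0.10) and a Spearman rho of 0.57 (exact permutation p = 0.12), and r was -0.44 without AB horses 3 and 1, so the relation rests on those horses. With CCR3 as a covariate the log2 difference between AA and the others went from 1.45 (standard error 0.76) to 0.57 (standard error 0.69). The genotype stays open as a cause and was not tested apart from these.

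The class II genes DQB and DQA had higher means in AA horses, but none passed against AB and BB together (adjusted p = 0.896 for each of the 3 genes in edgeR's quasi-likelihood test) and BB horse 2 lay within the range of the AA horses for both DQA genes, and a gene without a name in the sources used here, ENSECAG00000006522, had a mean of 457 CPM in AA horses and 443 CPM in BB horse 2, but 0.0328 to 7.08 CPM in the other 8 horses (log2 fold change 3.14, standard error 1.47, adjusted p = 0.896 in edgeR; exact permutation p = 0.0091). It is outside the genes the paper discusses and was chosen after its values were seen, and it passed the FDR for AA against AB and BB with limma-voom, without BB horse 2, without BB horses 1 and 2 and in both fits with the replicate block. A larger share of class II cells would move DQB and DQA alike. Against DQA ENSECAG00000009142 the log2 difference between DQB and DQA was 2.64 in AA horses and 1.74 in the others (exact permutation p = 0.036), which argues against it as the whole cause there, but against DQA ENSECAG00000024259 it was -1.42 and -0.78 (exact permutation p = 0.54), and over both genes the exact permutation p of the former became 0.073 with Benjamini-Hochberg adjustment. A donor variant that changes how reads match the reference stays open, as does the genotype: on the log2 scale BB horse 2 lay nearer the AA mean than the mean of the others at 3 of 3 genes (DQB, DQA ENSECAG00000024259 and ENSECAG00000006522), but in CPM it was as far from the AA mean (143) as from that of the others (143) for DQB, this comparison was chosen after their values were seen and restates them, and gene counts cannot tell a variant apart from expression.

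Single horses far from the rest of their genotype were found in 12 of 130 groups tested with Dixon's test, where chance gives about 6.5. The groups are not independent, since the muscle genes of BB horse 1 gave several of these flags, so the excess over chance was not tested. All flags were in AB or BB horses and do not bear on single AA horses, whose weight is given above by leaving each out. Besides the muscle genes, the flags were the following. TRIP11 was low among the AB horses in AB horse 3, at 28.3 CPM, with the next AB horse at 65.8 CPM. MX1 was high among the AB horses in AB horse 2, at 113 CPM, with the next AB horse at 76.6 CPM. MMP-1 was low among the AB horses in AB horse 1, at 67.1 CPM, with the next AB horse at 213 CPM. The total count was highest in AB horse 2, at 35.0 M, with the next AB horse at 29.4 M. CD163 was high in BB horse 5, at 243 CPM, with the next horse at 93.1 CPM. BAZ2B and IFIT5 were high in BB horse 2, at 51.2 CPM and 534 CPM, with the next horses at 21.8 CPM and 102 CPM. BB horse 2 also lay at 99.3 on the first principal component.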

How the results depend on the processing

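The fits without BB horses 1 and 2, the pseudocount of 2 CPM and the limma-voom fit with the replicate block were added after the data were seen. The counts of genes past the FDR were small. The number was the same in 13 of 25 alternatives for AA against AB and BB, 8 of 24 for AA against AB, 9 of 24 for AA against BB and 22 of 24 for AB against BB. For AA against AB and BB (1 gene), the count was 3 with the exact test and TMM, 2 with the exact test and library sizes only, 3 with limma-voom, 2 in a 3-group fit, 4 without BB horses 1 and 2, and 0 with a filter on low counts, which removed ANKRD22 itself. Leaving out single horses gave 0 to 3, with 0 without AA horse 1 or 3, 2 without AA horse 2 and 3 without BB horse 2. For AA against AB (1 gene), it was 3 with either exact test and with DESeq2, 0 with limma-voom, library sizes only, the filter or robust dispersion, 6 with that pair fitted alone, and 0 to 3 without single horses (0 without AA horse 1 or 3 or AB horse 2 or 4, 3 without AA horse 2 and 2 without BB horse 2, and without AB horse 1 the 1 gene was SIGLEC1 and not DQB). For AA against BB (1 gene), it was 3 and 2 with the exact tests, 19 with DESeq2, 0 with limma-voom, the filter, robust dispersion or the pair alone, and 0 to 3 without single horses (0 without AA horse 1 or 3 or BB horse 3 or 5, 3 without AA horse 2 and 2 without BB horse 4, and without BB horse 2 the 1 gene was ENSECAG00000006522 and not ANKRD22). AB against BB (0 genes) gave 1 with DESeq2. The Table 3 genes past 0.05 when adjusted over the list alone (34) were 0 with robust dispersion and 4 to 46 without single horses (5 without AA horse 1, 4 without AA horse 2 and 46 without AB horse 1), and their direction matched in 57 or 58 genes without single horses. Over all genes, 0 of them passed outside the fits with the replicate block, except for 1 without BB horses 1 and 2. BB horse 4 is the horse numbered 45, whose base quality the paper reports as lower, and the count for AA against AB and BB was 1 without it. The assembled genes were 13975 with more than 1 exon, and 20979 genes and 36521 transcripts had an FPKM of at least 1. All 32 sequences of the assembly were chromosomes, so that filter moved nothing. MYLPF changed sign, to 0.15 with DESeq2, 0.17 without BB horse 1 (-2.18 to 0.17 without single horses) and 0.092 without BB horses 1 and 2. ENSECAG00000005487 changed sign, to 0.65 with limma-voom, and a gene of Table 2 without a name to -0.52 without AA horse 1 (-0.52 to 4.39 without single horses). Except where the removed gene or horses show it, the cause was not tested. Over 73 gene and group values with a test (4 of them group means, whose tests are void) and 1776 alternatives, 1679 kept direction and side of the threshold, 31 lost the threshold, 59 passed it and 7 changed sign. Most of these values did not pass in the main test, so the total does not show that calls are stable. The call of ANKRD22 was lost in 3 of 24 alternatives for AA against AB and BB and in 9 of 23 for AA against BB. That of DQB was lost in 9 of 24 for AA against AB.

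The replicate numbers label different horses and do not pair them: of 10 same-numbered pairs, 3 had a correlation of deviations above 0.1 (range -0.32 to 0.18). With the replicate block the quasi-likelihood test gave 119 genes for AA against AB and BB, 2 for AA against AB, 4 for AA against BB, 2 for AB against BB and, of the Table 3 genes, 46 over all genes and 58 adjusted over the list alone, and ENSECAG00000005487 changed sign to 3.40. In that 2-group fit the estimated prior degrees of freedom were infinite (7.66 without the block), so no gene kept its own spread between horses. With limma-voom the block gave 6, 3 and 2 genes for the first 3 comparisons, 1 of the Table 3 genes over all genes and 1.91 for ENSECAG00000005487.

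Alternatives for TRPM2, and camera and fry tests of the gene lists with their alternatives, were not run, because TRPM2 and most members of the lists could not be paired with IDs. DESeq2 gave no adjusted p for 44 genes in AA against AB and BB and for 5553 in AA against BB. At 25.0 to 35.0 M counts per horse, genes under 1 CPM, such as S100A5 outside AA horse 2 and MPO outside AA horse 3, rest on few reads, and small differences in them were not detectable.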

Differences from the paper's values

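The paper reports 3 differentially expressed genes by edgeR between AA and the other genotypes at an FDR of 0.05, and the quasi-likelihood test gave 1 (ANKRD22). Of the 23 alternatives set before the data were examined, 6 came within 1.5 times the paper's value: the exact test with TMM (3), the exact test with library sizes only (2), limma-voom (3), the 3-group fit (2), the test without AA horse 2 (2) and the test without BB horse 2 (3). The other 17 did not, with 0 to 119 genes over all alternatives. The exact test with TMM called the genes the paper calls. DQB was also called by the exact test with library sizes only, limma-voom, the 3-group fit, the replicate block, the test without BB horse 2 and, among alternatives chosen after seeing the values, without BB horses 1 and 2 (4 genes, without MPO) and limma-voom with the block (6 genes, without MPO). MPO was also called with the replicate block. Limma-voom called neither ANKRD22 nor MPO. The paper's text gives normalization by library size, whereas the log2 fold changes of the authors' deposited table differed by at most 4.2e-04 from those with TMM.

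For the remaining genes of Table 2 the adjusted p of the quasi-likelihood test was 0.896. The paper's FDR for DQB is 0.0028, and among 23 alternatives only the exact test with TMM came within 1.5 times of it (0.0028). For MPO the paper's FDR is 0.0483, and the exact test gave 0.0494 with TMM and 0.0501 with library sizes only. For C15orf52 it is 0.0968 in the paper and 0.0971 and 0.0938 in those tests, and for PLEKHG4B 0.0983 in the paper and 0.0971 and 0.119. A gene without a name and S100A5 have an FDR of 0.1476 in the paper, and the exact test with TMM gave 0.147 for each, that with library sizes only 0.155 and 0.167. OMG has 0.2650 in the paper and 0.264 in the exact test with TMM, the only alternative within 1.5 times of it. Another gene without a name has 0.4258 in the paper and CSTA 0.4904. For these the exact test with TMM gave 0.426 and 0.490, that with library sizes only 0.49 and 0.533, and limma-voom 0.415 and 0.733. No other alternative came within 1.5 times of the paper's value for any of these genes.

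Table 3 comes from Cuffdiff, which was not run here, and is set beside the gene counts. Of its 58 log2 fold changes, 56 lay within the standard error, with a median absolute difference of 0.041. The other 2 are genes without a name, given here as AB and BB over AA. ENSECAG00000006913 has a log2 fold change of 1.90 in the paper and 0.63 in the counts (0.45 to 0.92 over 23 alternatives, none close). ENSECAG00000005487 has 8.08 in the paper and 1.80 in the counts (-3.40 to 2.26 over 23 alternatives, none close). The paper's text gives CEBPE as higher in AA horses by a fold that equals, to its stated digits, the size of the log2 fold change in Table 3. In the counts the log2 fold change was 1.33 and the linear fold was 2.52.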

Other observations

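The remaining gene lists each had few members that could be named, all from genes the study picked on these horses, so they are not independent evidence. None of these genes passed an FDR of 0.05 over all genes in edgeR's quasi-likelihood test. MPO, a neutrophil granule gene among them, passed in the exact test of edgeR with TMM (adjusted p = 0.0494). Among genes of natural killer and cytotoxic cells, GZMH, a granule protease, was at 84.7 ± 17.9 CPM (SD, n = 3) in AA horses and 156 ± 55.9 CPM (SD, n = 9) in the others, a log2 fold change of -0.88 (standard error 0.29). NCR1, an activating receptor of natural killer cells, had one of -1.19 (standard error 0.40). Both passed when adjusted over the list alone, of which 2 of 21 members could be named. Adjusted in the same way, each over its own list, so did all named platelet (2), erythroid (1), eosinophil (1) and neutrophil granule and precursor (3) genes. The named monocyte gene did not. An adjustment over 1 named gene, as for HBB, CCR3 and CD163, changes nothing. Adjusted over the Table 3 genes instead, GZMH, NCR1, PDLIM1, SPARC and HBB passed, but CCR3, CEBPE, MMP8 and CD163 did not. MPO is not among the Table 3 genes. FGFR1, a growth factor receptor outside these lists, had a log2 fold change of -1.07 (standard error 0.85), which was -3.52 without AA horse 1, -0.54 without AA horse 2 and -0.62 without AA horse 3. Of the platelet genes, PDLIM1 had a log2 fold change of 1.36 (standard error 0.40), which was 0.56 without AA horse 2, and SPARC one of -1.50 (standard error 0.52), which was -2.89 without that horse. HBB, the named erythroid gene, had one of -2.67 (standard error 1.08), which was -4.26 without AA horse 3, and CD163, the named monocyte gene, one of -0.85 (standard error 0.42), which was -0.53 without BB horse 5. CCR3, the named eosinophil gene, had one of 0.98 (standard error 0.43), and 0.26 without AA horse 2. Of the neutrophil granule and precursor genes, MMP8, a collagenase of neutrophil granules, had one of -1.13 (standard error 0.51), opposite to MPO and CEBPE.

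Between the AB and BB genotypes the log2 fold change of DQB was -1.17 for AB over BB (standard error 0.36, adjusted p = 0.904 in edgeR), which did not pass the threshold. The mean log2(CPM + 0.5) of the 13 interferon-stimulated genes was 5.52 in BB horse 4 and 6.25 in AB horse 1, both within the range of the AA horses (5.46 to 6.39), and 8.25 in BB horse 2, the highest of the 12 horses.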
